A study of Mus musculus with 6 samples. Its data were reported in "Chronic aryl hydrocarbon receptor activity impairs muscle mitochondrial function with tobacco smoking" (2024).

How the data were processed

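RNA was sequenced from the gastrocnemius muscle of male C57BL6J mice, an inbred laboratory strain. The muscle had been injected at 5 months of age with an adeno-associated virus of serotype AAV9 and was harvested 5 months later. The virus carried either green fluorescent protein (AAV9-HSA-GFP) or a constitutively active aryl hydrocarbon receptor (AAV9-HSA-CAAHR), a form of the ligand-activated transcription factor AHR that needs no ligand. Both were driven by the human skeletal actin (HSA) promoter, which is active in muscle fibres. There were 3 libraries per group, and each library was assigned to its group and replicate number by its own title.

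The deposited values were whole-number counts per gene. As described by the authors, RNA was selected for poly(A) tails and sequenced as paired ends, reads were trimmed with Trimmomatic and aligned to the mouse GRCm38 genome with STAR, and uniquely assigned reads in exons were summed by gene with featureCounts. The authors did not normalise these counts, and replicates were not pooled. Counting was described as strand-specific where the library was, but whether these libraries were stranded was not stated, so genes that overlap a neighbour, and members of families of near-identical copies such as immunoglobulin segments and class I histocompatibility genes, carry some uncertainty. The table held 49315 genes with Ensembl identifiers, of which 49056 (99.5%) were found in GENCODE release 21 for mouse, which is on GRCm38 and supplied all positions. A further property of the table was that 174 rows had an identifier but no gene symbol. These rows held 0.0154% of counts and were kept as genes.

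Library totals ranged from 43432994 to 58825752 counts. A gene with 3 counts or fewer in every library of a group was treated as being at the floor, and a fold against such a group was given as a lower bound. Floors cover counting error only. Within each group the counts of every pair of libraries differed by far more than sampling noise (chi-square per degree of freedom of at least 23.2), so no library was a repeat of another.

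Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, which left 15847 genes, and libraries were scaled by the trimmed mean of M values (TMM). Groups were compared with the robust quasi-likelihood F test, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method at a threshold of 0.05. A second count also required an absolute log2 fold change over 1. Values per library are TMM-scaled CPM, the usual unit of counts relative to the library total. Standard errors of log2 fold changes were derived from the F statistic. For lists of genes, limma 3.58.1 camera was run on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01, on lists with at least 4 tested genes. Of 24 lists, 3 held genes named by the study (AHR pathway, mitochondrial and immune genes) and were analysed gene by gene, which left 21 for the list test. The share of counts from the 13 mtDNA-encoded protein genes was compared with an exact permutation test, whose smallest possible p-value with 3 libraries against 3 was 0.1.

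Groups, tests, gene lists, most alternatives and the rule for naming genes were fixed before the data were examined. Named were all genes of the 3 study lists, and the 6 higher and 6 lower genes with the smallest p-values among those with an adjusted p under 0.05, an absolute log2 fold change over 1, a mean of at least 50 scaled counts in the higher group and no overlap between groups. Members of the other lists were named where the list was reported. Alternatives covered scaling (DESeq2 size factors, upper quartile, library size only), filters on low counts, the test (DESeq2 1.42.0, which the authors used, limma-voom with sample weights, and edgeR without robust estimation), the list test (camera with estimated correlation, and fry), removal of immune genes, and leaving out each library in turn. A slow-fibre covariate and offsets for GC content and transcript length were added after seeing the data.

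The calculations were tested on simulated data built from the means and library sizes of these samples. Of 100 genes changed 4-fold, 97% were called, and of 100 changed 2-fold, 73% were called. All changed genes had a mean over 1 CPM, so these shares do not cover genes below it. Each gene was simulated independently of the others. Over 5 simulations, 9.14% of 985 calls were genes that had not been changed, which is above the nominal 0.05. With DESeq2, run on 1 of these simulations, 19.7% of 228 calls were unchanged genes. In data simulated without any change, 1 of 15620 genes was called. Uninjected muscle was not analysed here.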

Results

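The comparison asked which transcripts differed in muscle with fibre-specific expression of constitutively active AHR. Messenger RNA was counted in gastrocnemius muscles of male mice that received AAV9-HSA-CAAHR (replicates 31, 34 and 36) or AAV9-HSA-GFP (replicates 42, 43 and 46). Total counts in AAV9-HSA-CAAHR muscles were 48075383 in replicate 31, 57288862 in replicate 34 and 58825752 in replicate 36. Those in AAV9-HSA-GFP muscles were 48988696 in replicate 42, 43432994 in replicate 43 and 54506784 in replicate 46. Pearson's r of log2 CPM across genes was between 0.982 and 0.987 within AAV9-HSA-CAAHR, between 0.987 and 0.988 within AAV9-HSA-GFP, and between 0.965 and 0.975 across the groups. The first principal component held 52.4% of the variance and separated the groups. The second held 17.7%, with CAAHR replicate 34 at one end (score -39.9) and CAAHR replicate 36 at the other (27.4).

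The AHR pathway genes were examined first, since Ahr was the gene delivered. Ahr (ENSMUSG00000019256, chromosome 12, 35497974 to 35535038, GRCm38) was at 16.7 ± 6.44 CPM (SD, n = 3) in AAV9-HSA-CAAHR muscles and 2.29 ± 0.370 CPM in AAV9-HSA-GFP muscles, with a log2 fold change of 2.87 ± 0.31 (SE) and an adjusted p of 0.00229 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. The counts do not separate delivered from endogenous transcripts. Cyp1a1 (chromosome 9, 57687928 to 57703824), a monooxygenase gene induced by AHR, was at 1476 ± 227 CPM against 6.79 ± 0.943 CPM, a log2 fold change of 7.77 ± 0.20. The AHR repressor gene Ahrr (chromosome 13, 74211118 to 74292331) was at 26.5 ± 2.63 CPM against 0.127 ± 0.0558 CPM, a log2 fold change of 7.69 ± 0.22. Cyp1b1 (chromosome 17, 79701537 to 79715061) was at 169 ± 41.1 CPM against 2.06 ± 0.321 CPM, and its log2 fold change was 6.36 ± 0.24. Nqo1 (chromosome 8, 107388225 to 107403206) was at 220.4 ± 31.1 CPM against 23.8 ± 1.48 CPM, and its log2 fold change was 3.21 ± 0.13. All 5 genes had an adjusted p under 0.05 over all tested genes and also adjusted over the list alone, and each was higher in 3 of 3 libraries.

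**Figure D1:**
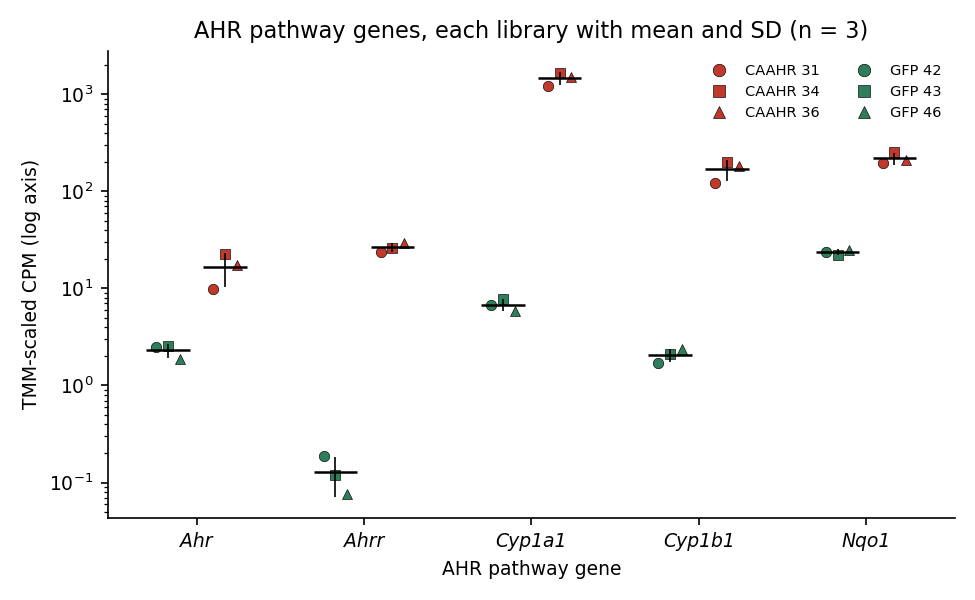
TMM-scaled CPM on a log axis for 5 AHR pathway genes in each of the 6 libraries, with CAAHR libraries in red, GFP libraries in green, horizontal lines at group means and vertical lines of 1 SD (n = 3). Every CAAHR library lies above every GFP library for each gene, with Cyp1a1 at 1476 against 6.79 CPM.

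Across 15847 tested genes, 1205 had an adjusted p under 0.05, with 481 higher and 724 lower in AAV9-HSA-CAAHR muscles. Of these, 551 also changed more than 2-fold, with 154 higher and 397 lower. At an unadjusted p under 0.05 there were 3781 genes. The groups did not overlap for 4733 genes (29.9%), where chance gives 10%. The count rose to 2470 without a filter on low counts and fell to 436 with a slow-fibre covariate, an alternative chosen after seeing the data. Leaving out CAAHR replicate 36 gave 535 genes and leaving out CAAHR replicate 34 gave 1698. The share of lower genes was 60.1% of the 1205 calls with TMM scaling, 73.4% of 1348 calls with upper quartile scaling and 40.7% of 1476 calls with library size only, so which direction held more of all calls depended on the scaling. Of calls also over 2-fold, 72.1%, 78.0% and 65.5% were lower under these.

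**Figure D2:**
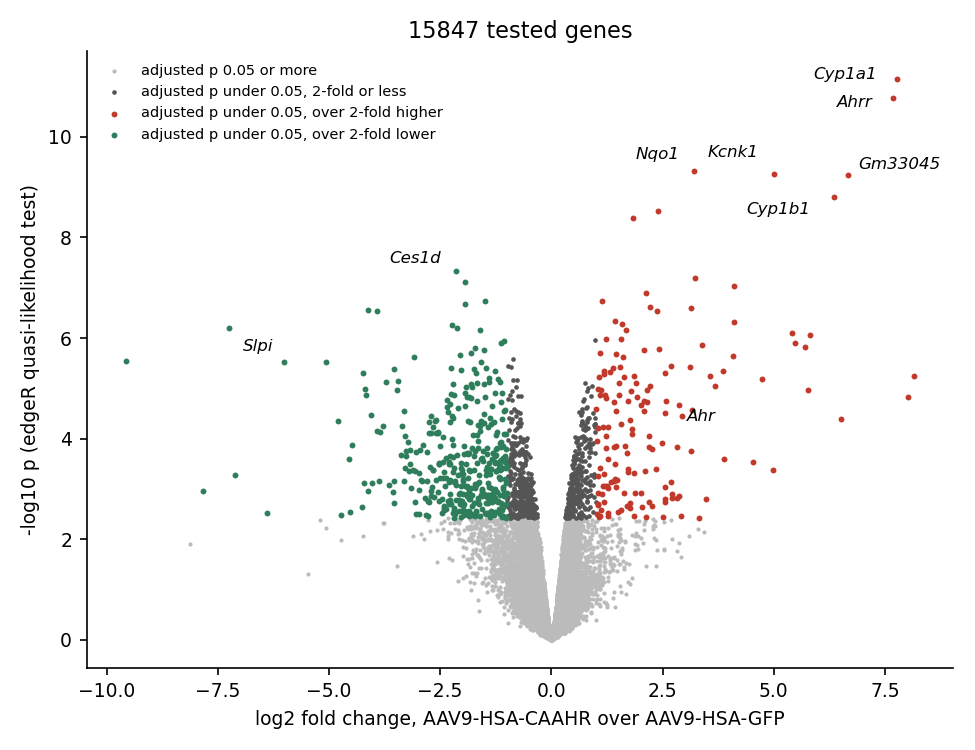
Volcano plot of 15847 genes, with the log2 fold change of AAV9-HSA-CAAHR over AAV9-HSA-GFP on the x axis and -log10 of the unadjusted p on the y axis. Red and green points are the 154 higher and 397 lower genes with an adjusted p under 0.05 and more than a 2-fold change.

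The 6 higher genes with the smallest p-values were Cyp1a1, Ahrr, Nqo1, Kcnk1, Gm33045 and Cyp1b1. Kcnk1 (chromosome 8, 125995170 to 126030685), which encodes a potassium channel, was at 15.8 ± 3.11 CPM against 0.495 ± 0.0706 CPM, a log2 fold change of 5.00 ± 0.20. The long non-coding RNA Gm33045 (chromosome 13, 110627288 to 110642730) was at 17.4 ± 3.19 CPM against 0.165 ± 0.0773 CPM, a log2 fold change of 6.67 ± 0.27. The 6 lower genes with the smallest p-values were Ces1d, Sbk2, Mettl21c, Cacna2d4, Ptgs2 and Has1. Ces1d (chromosome 8, 93166068 to 93197838), a carboxylesterase gene, was at 7.29 ± 1.13 CPM against 32.4 ± 3.86 CPM, and its log2 fold change was -2.15 ± 0.14. Sbk2 (chromosome 7, 4940512 to 4964406) had a log2 fold change of -1.93 ± 0.13, Mettl21c (chromosome 1, 44009408 to 44020034) one of -1.49 ± 0.11 and Cacna2d4 (chromosome 6, 119236526 to 119352407) one of -1.94 ± 0.15. Ptgs2 (chromosome 1, 150100031 to 150108227) was at 0.300 ± 0.0438 CPM against 5.30 ± 1.94 CPM. Has1 (chromosome 17, 17843323 to 17855205) was at 0.125 ± 0.0120 CPM against 1.91 ± 0.384 CPM.

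The study asked whether active AHR alters transcripts tied to mitochondrial energetics and named 10 genes. Of these, 8 had an adjusted p under 0.05 over all tested genes, 5 higher and 3 lower, and 10 of 10 did so adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. Pdk4 (chromosome 6, 5483351 to 5496309), a kinase that inhibits pyruvate dehydrogenase, was at 1220.3 ± 236 CPM against 449 ± 147 CPM, with a log2 fold change of 1.44 ± 0.26 (edgeR quasi-likelihood test, adjusted p 0.0181). Ucp3 (chromosome 7, 100472990 to 100486432), a mitochondrial carrier, was at 376 ± 62.4 CPM against 127 ± 55.1 CPM, with a log2 fold change of 1.56 ± 0.33 (edgeR quasi-likelihood test, adjusted p 0.0406). These were the 2 genes of the list with a change over 2-fold. Log2 fold changes were 0.75 ± 0.15 for Aldh2, 0.50 ± 0.09 for Polg and 0.45 ± 0.11 for Pdk1. They were -0.73 ± 0.16 for Ckm, -0.60 ± 0.13 for Esr1 and -0.45 ± 0.10 for Ndufaf6. Gsr (0.31 ± 0.09, adjusted p 0.0756) and Vdac2 (-0.28 ± 0.10, adjusted p 0.136) did not pass over all tested genes by the same edgeR test with Benjamini-Hochberg adjustment. Gsr passed with library size only and with GC and length offsets. With library size only, Esr1 and Ndufaf6 lost their calls. Pdk1 lost its call with upper quartile scaling, and Ucp3 lost its call without a filter on low counts. Polg kept its call in each of the 6 fits that left out one library, and each of the other 7 called genes lost its call in at least 1 of them. Without CAAHR replicate 36, 1 of the 10 genes was called, and without CAAHR replicate 31, 2 were called. None was called with the slow-fibre covariate, with 4 at an unadjusted p under 0.05, and all 10 kept their direction.

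**Figure D3:**
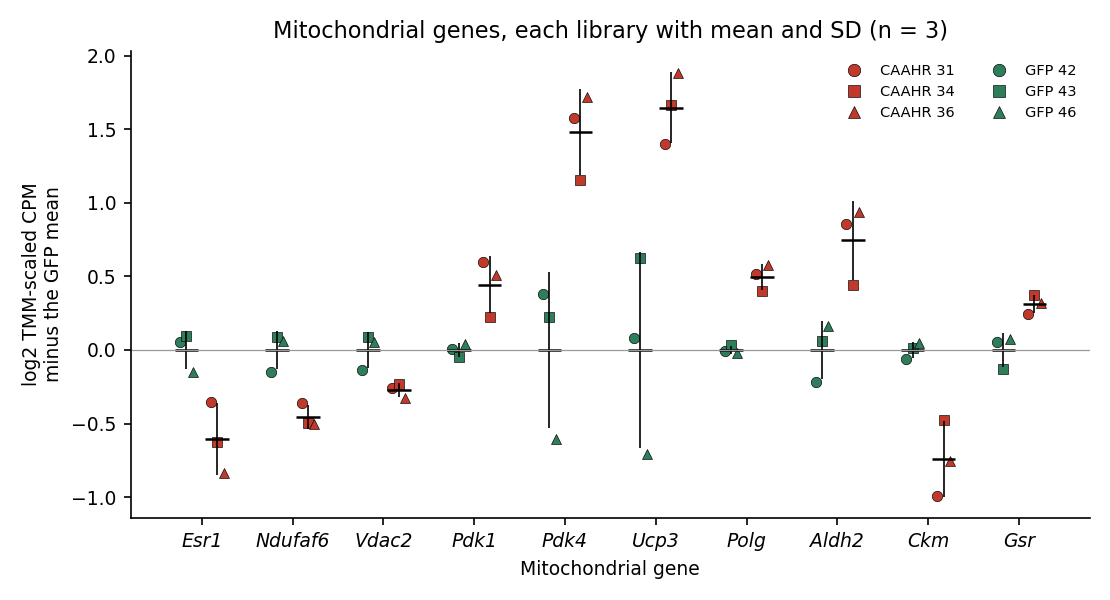
Log2 TMM-scaled CPM minus the GFP mean for 10 mitochondrial genes in each of the 6 libraries, with CAAHR in red, GFP in green, horizontal lines at group means and vertical lines of 1 SD (n = 3). Pdk4 and Ucp3 show the largest rises of the 10 and also the widest spread among GFP libraries.

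The mtDNA-encoded protein genes held 9.63% ± 2.18 of counts (SD, n = 3) in AAV9-HSA-CAAHR muscles and 9.10% ± 0.686 in AAV9-HSA-GFP muscles. The difference of 0.533 percentage points was smaller than the spread between replicates (exact permutation test, p = 0.8). Its sign changed without CAAHR replicate 31, to -0.675 percentage points. The share rests on only part of the 13 genes. In CAAHR muscles mt-Co1 was at 37227 CPM on average. There mt-Co2 was at 8.34, mt-Atp8 at 3.95, mt-Atp6 at 14.6, mt-Co3 at 16.1, mt-Nd4l at 15.4 and mt-Nd3 at 48.4 CPM. Only uniquely assigned reads were counted, and whether these low values reflect expression was not tested. The list test of mtDNA-encoded subunits weighted these genes like the others of the 13. Among the most abundant nuclear transcripts, Acta1 held 2.24% ± 0.0457 of counts against 3.54% ± 0.105, with a log2 fold change of -0.74.

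Of the 4 immune genes measured by the study with qPCR, 4 were lower in AAV9-HSA-CAAHR muscles with an adjusted p under 0.05. This held both over all tested genes and adjusted over the list alone. It is not independent evidence, because the study had selected these genes from its sequencing results. Slpi (chromosome 2, 164354070 to 164389095) was at 0.217 ± 0.0525 CPM against 13.9 ± 6.40 CPM, a log2 fold change of -6.01 ± 0.47. Ighm (chromosome 12, 113418558 to 113422730) was at 13.7 ± 5.22 CPM against 255 ± 136 CPM, a log2 fold change of -4.22 ± 0.59. Il1b (chromosome 2, 129364570 to 129371139) was at 0.317 ± 0.0521 CPM against 2.62 ± 1.55 CPM, a log2 fold change of -3.03 ± 0.48. Sele (chromosome 1, 164048234 to 164057677) was at the floor in all 3 CAAHR libraries and was at least 7.83-fold lower. The call for Ighm was lost without CAAHR replicate 34, without CAAHR replicate 36 or without GFP replicate 46. All libraries received a virus, so these values give the difference between vectors and not from uninjected muscle.

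Of 21 lists, 14 had an adjusted p under 0.05 by camera with the preset correlation, with 3 higher and 11 lower. With the correlation estimated per list none passed, with 1 at an unadjusted p under 0.05. With fry 6 passed, of which 5 were among the 14: the B cell and plasma cell, T and NK cell, neutrophil, antigen presentation and proliferation lists. The lists of higher transcripts were slow fibre (median log2 fold change 2.36, 9 of 9 genes higher), fatty acid oxidation (0.43, 18 of 18 higher) and nuclear OXPHOS subunits (0.10, 63 of 78 higher). No single gene of these lists was called, with 8 slow fibre, 8 fatty acid oxidation and 7 OXPHOS genes at an unadjusted p under 0.05. The 7 included Ndufs4, which was lower (log2 fold change -0.35). The nuclear OXPHOS list lost its call without CAAHR replicate 31 or 36, and its direction reversed without GFP replicate 42. The lower lists that fry did not call were macrophage (median -1.18), interferon response (-0.91), adipocyte (-2.0), Schwann cell and nerve (-0.45), fast fibre (-0.31) and glycolysis (-0.26). Of these, the adipocyte and the Schwann cell and nerve lists each lost their camera call without CAAHR replicate 34 or without GFP replicate 42, and the fast fibre list lost it without CAAHR replicate 31 or GFP replicate 46. The adipocyte list also lost it with upper quartile scaling. Of 11 fast fibre genes 9 were lower, while the myosin genes Myh2 (log2 fold change 1.38) and Myh1 (1.0) were higher, neither with a call. The medians were -2.80 for the B cell and plasma cell list, -2.09 for neutrophils, -1.85 for proliferation, -1.64 for antigen presentation and -3.12 for T and NK cells, or -2.80 for the last with its gene at the floor set to its bound. Of 14 listed T and NK genes, 4 were tested. Slpi and Ighm also belonged to the neutrophil and B cell lists. The lists that camera did not call were the other AHR battery genes (median 0.37), mtDNA-encoded OXPHOS subunits (-0.03), the citric acid cycle (0.04), regenerating fibre (0.20), endothelial cell (0.10), fibroblast and fibro-adipogenic progenitor (-0.05) and erythroid (0.36). The first of these was the 1 list called by fry alone. Of its 15 listed genes 7 were tested and 3 were called. Tiparp (log2 fold change 2.12) and Nfe2l2 (0.69) were higher, and Slc7a5 (-0.93) was lower. Camera called the erythroid list higher without CAAHR replicate 34 and without a filter on low counts.

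**Figure D4:**
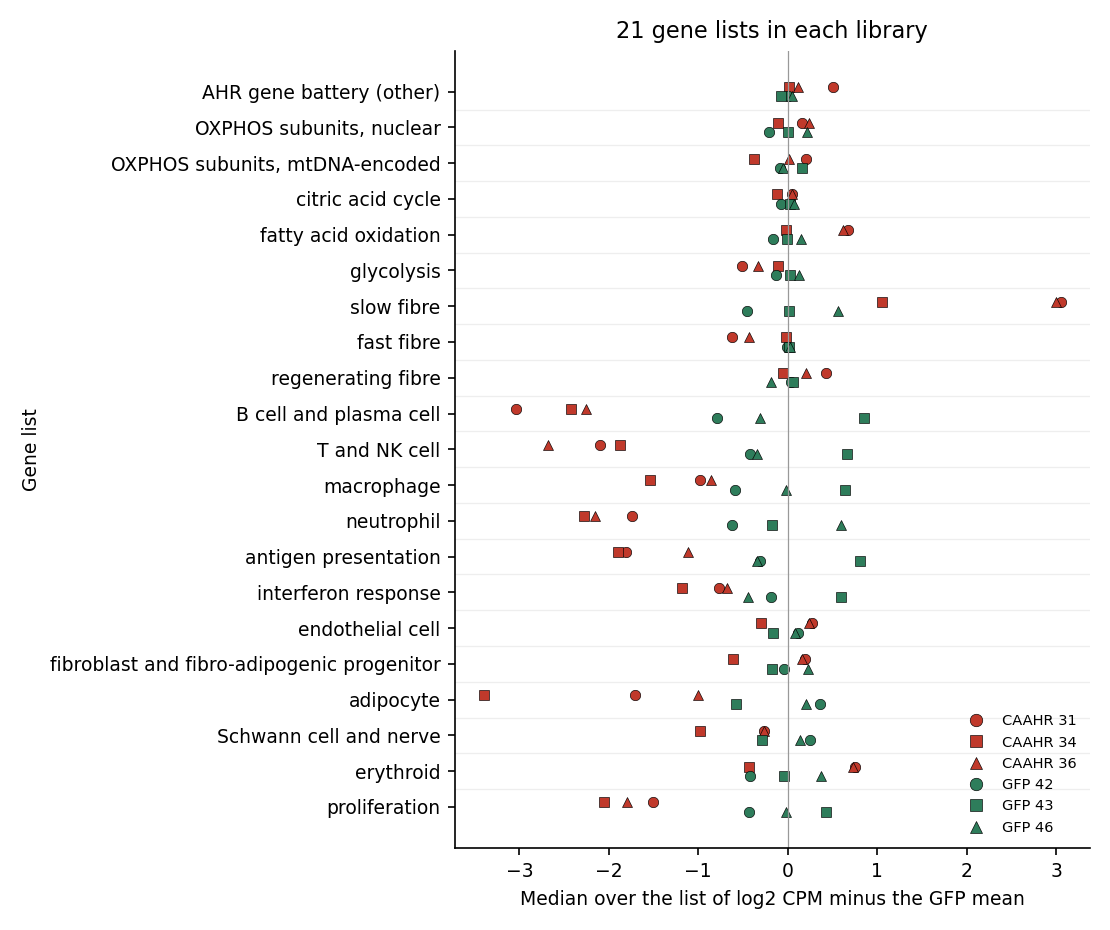
Median over each of 21 gene lists of log2 CPM minus the GFP mean (x axis) in each library, with CAAHR in red and GFP in green. The slow fibre list lies at 3.05, 1.06 and 3.0 in CAAHR replicates 31, 34 and 36, and the immune lists lie lower in CAAHR libraries than in GFP libraries.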

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

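No paired analysis was possible because the groups shared no replicate numbers. The 5 AHR pathway genes were called under each alternative run, except that with at least 10 counts in every library Ahrr was not tested and the other 4 were called. The count of genes with an adjusted p under 0.05, 1205 as reported, was 2470 without a filter on low counts, of which 1181 were shared, and 1923 with DESeq2, of which 1199 were shared. It ranged from 535 (without CAAHR replicate 36) to 1698 (without CAAHR replicate 34) across the 6 fits that each left out one library. With upper quartile scaling 358 were higher and 990 lower, and with library size only 876 were higher and 600 lower, against 481 and 724. The median of all genes shifted by -0.07 and 0.08 on the log2 scale under these. Without immune genes the count was 1181. Of calls also over 2-fold, 551 as reported, there were 1008 without a filter, 860 with DESeq2, and from 339 to 708 with one library left out. In simulated data the share of unchanged genes among calls was also higher with DESeq2 than with edgeR, though the DESeq2 share rested on fewer simulations. The cause of the other differences was not tested.

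The slow-fibre covariate, chosen after seeing the data, gave 436 genes, of which 261 were shared with the reported calls, and 345 genes over 2-fold. It left 0 of the 10 mitochondrial genes called, with 4 at an unadjusted p under 0.05, and 1 of the 4 immune genes. The covariate is largely aligned with the groups and costs a degree of freedom, so these losses do not separate fibre content from the vector. GC and length offsets, also chosen after seeing the data, gave 1417 genes. The count of called mitochondrial genes ranged from 1 to 7 with one library left out. No single named gene changed direction under any alternative run.

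Camera with estimated correlation called 0 lists, with 1 at an unadjusted p under 0.05, and fry called 6, against 14. The cause was not tested. The difference in mtDNA-encoded share reversed from 0.533 to -0.636 percentage points without the 20 most abundant nuclear genes and to -0.0359 after TMM scaling, and ranged from -0.675 to 1.44 with one library left out. List medians in this paragraph are of differences in mean log2 CPM, the input of the list tests, and differ from the medians of edgeR log2 fold changes given for the same lists in the results. Medians of lists whose test reversed direction when one library was left out ranged from -0.00391 to 0.202 for nuclear OXPHOS subunits, from -0.181 to 0.0833 for mtDNA-encoded subunits, from -0.0624 to 0.0884 for the citric acid cycle, from 0.0610 to 0.384 for regenerating fibre, from -0.00742 to 0.226 for endothelial cells and from -0.278 to 0.128 for fibroblasts. Fry also reversed the direction of the regenerating fibre list, whose median by this measure was 0.21. By the sign of the median alone, the citric acid cycle also changed with upper quartile scaling (-0.0373) and without GFP replicate 42 (-0.0367), and the mtDNA-encoded subunits with library size only (0.00518). The erythroid median ranged from 0.0679 to 0.696 with one library left out. That of the other AHR battery genes, 0.334 by this measure, ranged from 0.125 to 0.600 with one library left out. It was 0.0387 without a filter on low counts. The cause was not tested. Over 699 checks of single genes and single lists, 606 kept their direction (for lists, that of the test) and side of the threshold, 77 were weaker, 5 stronger and 11 reversed.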

Other observations

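Tests of Exoc3, slow-fibre content, the mitochondrial genes, immune lists and adipocyte transcripts were chosen after their results were seen, and so were the measures that decide the clock, imprinted-gene and neighbour tests. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes with an adjusted p under 0.05, the real one. The other 9 gave 0 such genes, with from 106 to 1083 at an unadjusted p under 0.05 against 3781. With 10 splits the share is never under 0.1, and the other splits mix the groups, which widens their spread, so chance cannot be told apart from the vector by this count alone.

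Slow-fibre transcripts varied widely among AAV9-HSA-CAAHR muscles. Myh7, the slow myosin heavy chain, was at 877 CPM in replicate 31, 156 in replicate 34 and 809 in replicate 36, against 37.5, 52.6 and 79.5 in GFP replicates 42, 43 and 46. On the mean of the slow fibre list, 1 CAAHR library (replicate 34) lay nearer to a GFP library than to another CAAHR library. A difference in which part of the gastrocnemius was sampled is a candidate explanation, and it cannot be told apart from a change of fibre type because the part of the muscle sampled is not recorded in the labels. Fatty acid oxidation followed the same order, with medians of 0.68, -0.01 and 0.62 in CAAHR replicates 31, 34 and 36, and replicate 34 lay above the GFP range for 1 of its 18 genes. With the slow-fibre covariate 0 of the 18 genes kept their direction, and 9 were at an unadjusted p under 0.05.

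For the 10 mitochondrial genes named by the study, slow-fibre content of the libraries was weighed as a source. CAAHR replicate 34 lay outside the GFP range, on the side of the fitted change, for 10 of 10. That count decides little, because it was also true of 1205 of the 1205 called genes and the genes had been chosen on these libraries. With the slow-fibre covariate the log2 fold change was 0.12 for Pdk1, 0.16 for Aldh2, 0.37 for Polg and -0.40 for Ckm. Those as reported were 0.45, 0.75, 0.50 and -0.73. For the other genes it was about as large as reported, or larger. It was 1.32 for Pdk4, 1.84 for Ucp3, -0.59 for Esr1, -0.60 for Ndufaf6, -0.29 for Vdac2 and 0.39 for Gsr. Fibre content could therefore account for part of the change in Pdk1, Aldh2, Polg and Ckm. For the other genes the covariate did not account for the change. Of the 10 genes 0 were called with the covariate, which is largely aligned with the groups. Fibre content and the vector were therefore not fully separated for any of them.

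Lower immune transcripts could come from one GFP library rich in immune cells, since GFP replicate 43 was highest for 5 of the 6 immune lists. Without it, 6 of 6 immune lists were still lower by camera, which argues against that library as the whole source. A lower share of muscle RNA in GFP libraries would raise markers of other cells alike. The immune median minus the endothelial and fibroblast median was -1.45 ± 0.0718 (SD, n = 3) in CAAHR and 0.02 ± 0.686 in GFP, a difference of -1.46 on the log2 scale, so these moved apart. In the paper's qPCR of selected immune genes, CAAHR muscles were not lower than muscles that had received no virus. The paper reads this as a local immune response to AAV-GFP. Uninjected muscle was not analysed here, so these counts alone leave open a response to GFP, less immune infiltration with active AHR, or both.

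Adipocyte transcripts were lower in part. Plin1, Cfd and Retn were called, while Adipoq, Lep and Cidec were lower without a call, and Fabp4 and Plin4, which muscle also expresses, did not move. Car3 went the other way, with a log2 fold change of 0.40 (unadjusted p 0.0119 by the edgeR quasi-likelihood test) and no overlap between groups. It was at 1817 CPM in CAAHR and 1374 CPM in GFP muscles, where Adipoq was at 2.65 and 11.3 CPM. At that level its rise decides little about fat. Fat attached to the GFP muscles could explain the lower adipocyte transcripts. Cfd against the mean of Adipoq, Cidec and Lep differed by -1.21 between groups, but the libraries overlapped (1.0 in CAAHR replicate 34 against 0.73 in GFP replicate 42), so attached fat cannot be told apart from a change in the transcripts.

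Length or GC bias may produce opposite shifts in long and short transcripts. Log2 fold change had a Spearman's rho of 0.145 with exon length across 12301 genes, which are not independent replicates. After GC and length offsets the 23 fast-fibre and glycolytic genes had a median of -0.24 against -0.30, with 20 of 23 lower, which argues against this bias as the whole cause. Fibre composition stays open.

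Time of day of harvest could also change many genes. The largest absolute log2 fold change among Arntl, Npas2, Dbp, Per3, Ciart and Nr1d1 was 0.393. Others of the 15 clock genes changed more, with log2 fold changes of 0.74 ± 0.37 (SE) for Nfil3, 0.54 ± 0.16 for Per2 and -0.52 ± 0.10 for Hlf, which were named after their values were seen. Hlf was the 1 gene of the 15 called, with 6 at an unadjusted p under 0.05. None of the 15 changed 2-fold, against 551 called genes that did, which argues against a large shift in time as the whole source of the calls. A smaller shift as the source of some of them stays open. Immediate-early genes, which respond within minutes to stress, had a median of -0.97, with a camera adjusted p of 0.000467 and a fry adjusted p of 0.209. Fos was at 14.1, 284.7 and 27.3 CPM in CAAHR replicates 31, 34 and 36 and at 281, 174 and 185 CPM in GFP replicates 42, 43 and 46. Handling of the muscle before freezing cannot be told apart from an effect of the vector, because the order of harvest is not in the labels.

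Genes outside the naming rule were picked here after their values were seen. Peg3, Usp29 and Zim1, imprinted neighbours, rose by log2 fold changes of 3.39, 4.74 and 1.94. A general rise of imprinted genes was tested on 27 others, of which 0 rose as much, with 13 higher, 14 lower, 1 called higher and 1 called lower. That argues against a general rise. Exoc3 (chromosome 13, 74169488 to 74208732) lies on the same strand just downstream of Ahrr and rose from 45.3 ± 1.92 to 99.9 ± 2.46 CPM. Reads running on from Ahrr could raise it, but Exoc3 gained 54.6 CPM where Ahrr gained 26.4 CPM, which argues against run-on as the whole cause. Regulation of both genes by a shared element is a hypothesis that was not tested.

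The same question was asked of the neighbours within 50 kb of the 153 genes raised more than 2-fold. Called higher were 12.6% of 119 downstream neighbours, 16.2% of 130 upstream neighbours and 2.78% of 15527 other genes. Of 38 genes that overlapped a raised gene, 28.95% were called higher. For genes beside several raised genes, downstream took precedence over upstream, and upstream over overlapping. Among genes not themselves over 2-fold the order of the 2 sides was the other way. Called higher were 9.57% of 115 downstream neighbours, against 5.22% of 115 upstream neighbours, 2.0% of 15403 other genes and 3.57% of 28 overlapping genes. In this subset, which the change itself decides, Fisher's exact test gave p = 0.0000248 for downstream and p = 0.0294 for upstream neighbours against other genes, and p = 0.314 for downstream against upstream. Neighbours of the same raised gene are not independent, which this test ignores. Reads running past the ends of raised genes may contribute, but cannot be told apart from shared regulation, because the order of the 2 sides depended on that subset and whether the libraries were stranded was not stated.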
